A study of Mus musculus with 14 samples.

How the data were processed

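RNA-seq and ribosome profiling libraries came from the cerebral cortex of mice with a CamK-driven Cre and a floxed Rpl22 allele, either with intact Fmr1 (control) or with an Fmr1 knock-out (KO). Ribosome profiling sequences the short mRNA fragments that ribosomes shield from nuclease, called footprints here. Per the labels' protocols, monosomes were isolated on a sucrose gradient from nuclease-digested lysates, footprints were made into libraries without ligation, and RNA libraries were strand-specific and depleted of ribosomal RNA. No immunoprecipitation of tagged ribosomes is named in those protocols. The RNA-seq set had 8 libraries (4 control, 4 KO) and the footprint set had 6 (3 control, 3 KO). Genotype and mouse number were taken from the labels. Mice 1 to 4 were in both assays, mice 5 to 8 in RNA-seq only, and mice 9 and 10 in ribosome profiling only.

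The authors deposited one table of whole-number counts per gene for 23412 genes, with no normalization. Neither the table nor the labels state the aligner, the genome build, the annotation, the strand setting or the region counted. Each RNA library had a pair of columns, one without a suffix and one whose header ends in exon. The columns without a suffix held between 52.9% and 56.7% of the exon column's total. In 2849 genes the footprint columns and the RNA columns without a suffix held no value, and 2538 of these genes are not protein coding in RefSeq. The RNA columns without a suffix were used because they cover the same genes as the footprints. The exon columns served as an alternative that was chosen after the data were examined. A spreadsheet had turned 27 gene names into dates. These genes stayed in the tests and are not named. Symbols of 21563 genes (92.1%) matched the RefSeq mouse gene table (assembly GRCm38.p6), and 1705 others matched by an older symbol. That table was used only for gene types and for which genes neighbour each other. No rows without a gene name were found.

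Total counts per library were 8847547 to 11371851 in RNA, 4124065 to 6033030 in footprints, and 16351772 to 20793293 in the exon columns. Intervals for shares of counts are Wilson intervals at a confidence level of 95%. A count of 0 was taken to allow up to 3 counts. Both cover counting error only, because PCR copies are not independent molecules.

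The main tests were fixed before the data were examined. RNA and footprint counts were each tested between genotypes with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3), with TMM normalization, genes kept by filterByExpr at a minimum count of 10, and group means as the only terms. Translational efficiency (TE), the footprint count relative to the RNA count of a gene, was tested in one edgeR quasi-likelihood model over all 14 libraries as the interaction of genotype and assay, for genes kept in both assays. P-values were adjusted over all genes tested by Benjamini and Hochberg's method, and genes with an adjusted p-value under 0.05 are called below. All tests were two-sided. CPM values are counts scaled to a common library size, with TMM factors. Standard errors of log2 fold changes were derived from the F statistic. Genes named for a test, besides Fmr1 and Rpl22, were the 4 with the largest rise and the 4 with the largest fall among called genes with a mean of at least 1 CPM whose libraries did not overlap between genotypes. The overlap condition was not used for TE.

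Gene lists were written from general knowledge before the data were examined. The list of FMRP targets is a part of the genes reported as bound by FMRP in mouse brain, and 226 of its 228 genes were in the table. Other lists held cytosolic ribosomal proteins (77 genes), nuclear-encoded respiratory chain subunits (OXPHOS, 71 genes), 12 immediate early genes and markers of excitatory neurons, inhibitory neurons, oligodendrocytes, astrocytes, microglia, endothelium, red blood cells, choroid plexus and striatum. Each list's median log2 fold change was tested with limma's camera (limma 3.58.1, preset correlation 0.01), with fry and with camera at an estimated correlation. It was also placed among 10000 random lists of the same size matched on mean expression. Benjamini-Hochberg adjustment ran over 9 tests of the first 3 lists and over 27 tests of the others. Further lists, of hypothalamus-enriched genes and of genes with long and with short coding sequences, were written from general knowledge after the main results were seen and before their own values were. The short list was written when the result of the long list was known. These lists appear only among the additional observations, with Benjamini-Hochberg adjustment over their 9 tests.

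Libraries were compared pairwise by a chi-square statistic over genes with at least 20 counts in the pair, with BC048546 left out of the footprint pairs. The 1.5 below which a pair is described as nearly identical was chosen after these values were seen. Simulated pairs of libraries at the depth of the RNA data gave a chi-square per degree of freedom of 0.994 with sampling noise alone and of 8.44 with a biological coefficient of variation (BCV) of 0.1. At the depth of the footprint data these values were 1.00 and 4.95.

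Same-numbered RNA and footprint samples come from one animal per the labels, so the number pairs them across assays. Their deviations from the group means were correlated across genes at r = 0.00324 for mouse 1, 0.0107 for mouse 2, 0.0336 for mouse 3 and -0.0134 for mouse 4. Libraries whose titles share a prefix were correlated at -0.0698 to 0.136 in RNA and 0.00242 to 0.0301 in footprints. A fit with the mouse as a replicate block was possible for TE over mice 1 to 4 and called 1876 genes, against 1779 without the block on the same libraries.

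The edgeR test was tested on simulated counts with 200 changed genes. At a log2 fold change of 0.5 it recovered 85.5% of the changed genes in RNA, 74.0% in footprints and 42.5% in TE. At a log2 fold change of 1 it recovered 100%, 94.0% and 84.0%. Between 1.75% and 7.84% of the calls were false. A simulated shift of 0.1 over 226 genes gave a camera p-value under 0.05 in 5 of 5 runs in RNA and in footprints, and no shift gave 0 of 5 in either. The list test was not tested on simulated TE values. Simulated genes and libraries were drawn independently, with a common BCV for all genes of an assay. The real libraries include nearly identical and more distant ones. The shares recovered, the shares of false calls and the list results therefore hold for the simulated setting only.

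Alternatives covered other normalizations and filters, the legacy quasi-likelihood test, DESeq2 1.42.0, limma voom with and without library weights, a title-prefix block, one fit over all libraries, only mice 1 to 4, and each mouse left out. DESeq2 gave no adjusted p-value for 787 RNA, 1886 footprint and 3298 TE genes. Added after the data were examined were the exon columns, sums of the RNA libraries of KO mice 2, 4 and 7 and of control mice 1 and 3 (for RNA and TE), only mice 5 to 8, leaving out BC048546, and the TE list shifts of mice 1 to 4 without the block. Coding length and GC content per gene were not used here, because the gene table gives only the genomic span of each gene.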

Results

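Gene counts from mouse cortex were compared between control mice and mice lacking Fmr1, the gene of the RNA-binding protein FMRP. The series title asks about translation elongation in the brains of these mice. RNA-seq covered 4 control mice (1, 3, 6 and 8) and 4 KO mice (2, 4, 5 and 7). Ribosome profiling covered 3 control mice (1, 3 and 9) and 3 KO mice (2, 4 and 10). Total counts per library were 8847547 to 11371851 in RNA and 4124065 to 6033030 in footprints.

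Fmr1 was measured first as a check of the labels. Its RNA was at 82.9 ± 8.36 CPM (SD, n = 4) in controls and 21.7 ± 2.40 CPM (SD, n = 4) in KO mice, or 26.1% of control. No library overlapped between the genotypes (exact two-sided permutation test, p = 0.0286, the smallest this design can give). Its footprints were at 113 ± 1.99 CPM (SD, n = 3) in controls and 7.44 ± 1.43 CPM (SD, n = 3) in KO mice, or 6.56% of control (exact two-sided permutation test, p = 0.1, the smallest this design can give). On plain library sizes the KO level was 26.2% in RNA and 6.84% in footprints. The labels write the KO genotype as for males. The Y-linked genes were present in each RNA library, with Ddx3y between 91.7 and 114 CPM, Kdm5d between 53.3 and 68.6 CPM, Uty between 69.2 and 86.0 CPM and Eif2s3y between 40.2 and 59.5 CPM. Xist, read in the exon columns, had 0 counts in all of the 8 RNA libraries except 1 count in KO mouse 5, and 3 counts would correspond to 0.144 to 0.183 CPM. Rpl22, which carries the floxed allele in both genotypes, was at 95.9 ± 6.35 CPM (SD, n = 4) in control RNA and 80.6 ± 5.82 CPM (SD, n = 4) in KO RNA, a log2 fold change of -0.25 ± 0.068 (SE, adjusted p = 0.0370, edgeR). This call was lost without mouse 2 (adjusted p = 0.134, edgeR), 3 (0.0686), 4 (0.129), 6 (0.119) or 7 (0.0923), and in the exon columns (0.529). It was also lost with KO mice 2, 4 and 7 summed (adjusted p = 0.314, edgeR), with control mice 1 and 3 also summed (0.378) and with only mice 5 to 8 (0.334). Rpl22 was not called in footprints (-0.070 ± 0.13 SE, adjusted p = 0.747, edgeR) or in TE (0.17 ± 0.14 SE, adjusted p = 0.513, edgeR).

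**Figure D1:**
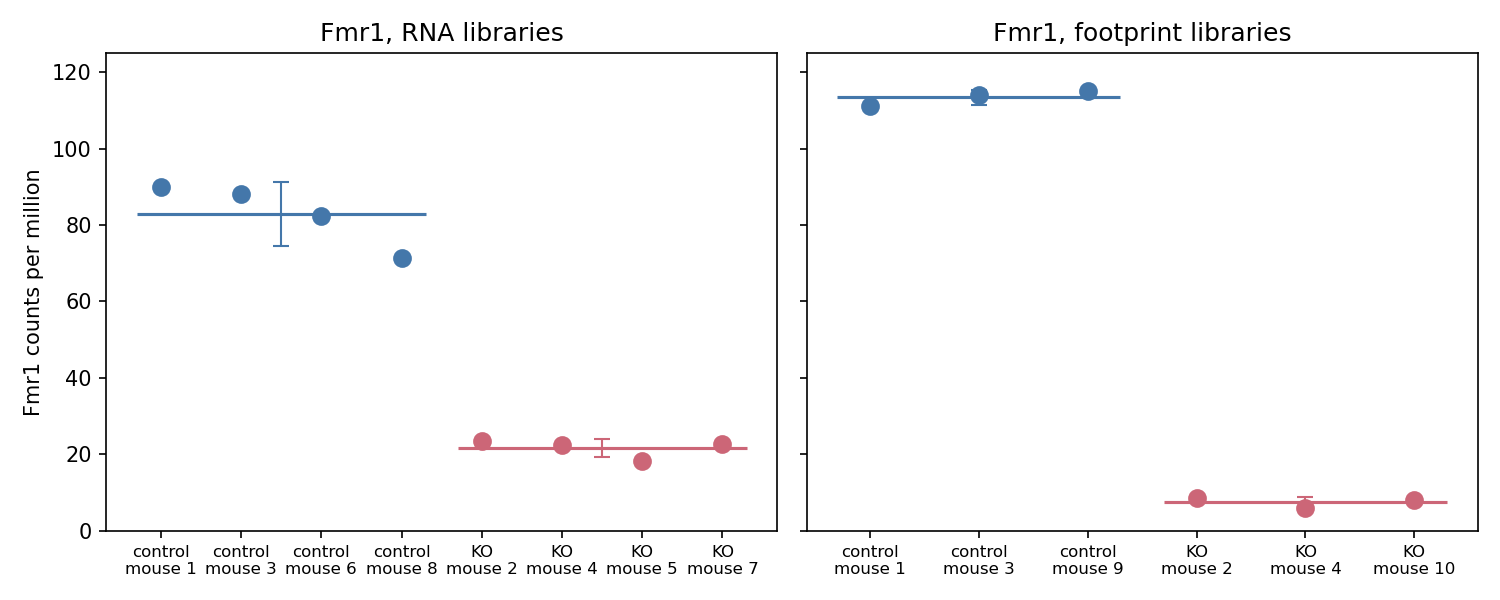
Fmr1 CPM in each library, RNA on the left and footprints on the right, with control mice in blue, KO mice in red, lines at group means and bars for the SD. RNA in KO mice lay between 18.1 and 23.4 CPM and in controls between 71.3 and 89.9 CPM.

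The spread between libraries of one genotype was compared pairwise. In footprints, the pairs of control libraries had a chi-square per degree of freedom of 1.15 to 1.42 and the pairs of KO libraries 1.23 to 1.28. In RNA, the pairs among KO mice 2, 4 and 7 lay between 1.18 and 1.32. The remaining 9 pairs of the same genotype lay between 1.99 (control mice 1 and 3) and 11.8 (control mice 3 and 8). The 9 closest pairs corresponded to a BCV of 0.0125 to 0.0239, and the others to 0.0370 to 0.126. The 9 closest pairs differed by a little more than sampling noise (chi-square test, p between 3.31e-192 and 4.20e-30). Each library of these pairs was kept. The test sets a pair against counting noise alone, so it cannot tell separate animals from separate preparations of the same tissue sample. The spread of the 9 closest pairs was smaller than that between the other mice of the series. Between genotypes, RNA pairs lay between 5.66 and 9.75, within the range of the control pairs, and footprint pairs lay between 4.83 and 5.92, above all pairs of the same genotype. The common BCV of the main tests was 0.0211 for footprints, 0.0770 for RNA and 0.0656 for TE, whose model also holds the RNA libraries.

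**Figure D2:**
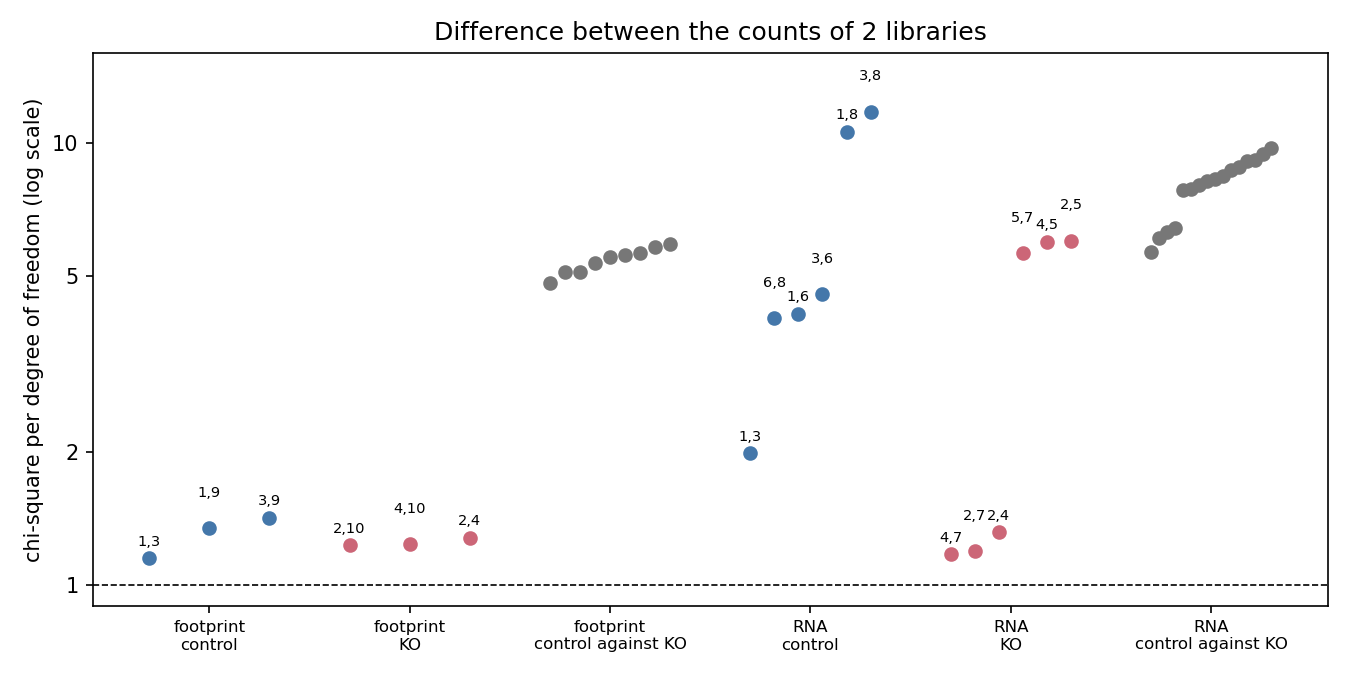
Chi-square per degree of freedom (log scale) between the gene counts of 2 libraries, for all pairs within a genotype (control blue, KO red, labelled with the mouse numbers) and between genotypes (grey), without BC048546 in footprints, with sampling noise as the dashed line. All footprint pairs of one genotype and the RNA pairs among KO mice 2, 4 and 7 lay at or under 1.42.

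The first comparison asked which mRNA levels differed with genotype. Of 13507 genes tested, 1015 (7.51%) were called by edgeR, 483 higher and 532 lower in KO mice. The median size of a called change was 0.36 on the log2 scale, and 41 called genes changed by more than 1 on that scale. In proportion, the count moved most when KO mice 2, 4 and 7 were summed to 1 library and control mice 1 and 3 to another, which left 36 calls, all among the 1015. Summing only the KO libraries left 85 calls, all among the 1015. The 4 libraries of mice 5 to 8 alone gave 57 calls, and those of mice 1 to 4 alone gave 3284. Without control mouse 8 the count was 1791. It was 514 without control mouse 1, 512 without control mouse 6, 374 without KO mouse 2, 372 without KO mouse 4 and 401 without KO mouse 7. Titles that open with the same prefix group mice 1 and 2, mice 3 and 4, and mice 5 to 8. With this prefix as a block the count was 967, and only mice 5 to 8 hold more than 1 library per genotype within a prefix.

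Fmr1 RNA fell by 1.93 ± 0.093 on the log2 scale (SE, adjusted p = 4.88e-08, edgeR). Among the genes chosen by rule, Hcrt fell by 3.47 ± 0.37 (SE, adjusted p = 0.000317, edgeR), to 0.374 ± 0.265 CPM (SD, n = 4) in KO mice, with 0 in the lowest KO library. Pmch fell by 3.13 ± 0.34 (SE, adjusted p = 0.000317, edgeR), from 22.6 ± 9.25 CPM to 2.49 ± 0.978 CPM (SD, n = 4 each). Serpina3n fell by 2.47 ± 0.23 (SE, adjusted p = 0.000108, edgeR), and Heatr8 by 2.17 ± 0.29 (SE, adjusted p = 0.000827, edgeR). Cyr61 rose by 2.30 ± 0.26 (SE, adjusted p = 0.000317, edgeR), from 5.90 ± 1.33 CPM (SD, n = 4) to 28.8 ± 10.2 CPM (SD, n = 4). Fosb rose by 2.01 ± 0.24 (SE, adjusted p = 0.000356, edgeR) and Fos by 1.99 ± 0.30 (SE, adjusted p = 0.00173, edgeR). Eps8l1 rose by 1.86 ± 0.45 (SE, adjusted p = 0.0231, edgeR), and it was not called without mouse 1 (adjusted p = 0.0532, edgeR), 2 (0.0724), 3 (0.0520), 4 (0.0700), 6 (0.0604) or 7 (0.0626). Nor was it called with DESeq2 (adjusted p = 0.227), with KO mice 2, 4 and 7 summed (adjusted p = 0.134, edgeR), with control mice 1 and 3 also summed (0.211) or with only mice 5 to 8 (0.300). Its log2 fold change was 2.99 without control mouse 8, 5.13 in mice 1 to 4 and 0.81 in mice 5 to 8. The Fos call was lost with both sums (adjusted p = 0.0960, edgeR) and with only mice 5 to 8 (0.0505). In Fos RNA, KO mouse 5 (35.3 CPM) and control mouse 8 (34.9 CPM) were nearly equal, while the other KO mice lay between 96.4 and 100.06 CPM and the other controls between 14.7 and 16.8 CPM.

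The second comparison asked which genes differed in ribosome footprints. Of 12158 genes tested, 3123 (25.7%) were called by edgeR, 1461 higher and 1662 lower in KO mice, with a median size of 0.31 on the log2 scale. With DESeq2 the count was 1821, all among the 3123, and in one edgeR fit over all 14 libraries, which shared the spread of the RNA libraries, it was 1530. With the title prefix as a block it was 3211, and each prefix holds 1 footprint library per genotype. On plain library sizes 66.3% of the calls were higher, against 46.8% with TMM. The titles of the control footprint libraries share a code that the KO titles lack. Whatever this code stands for cannot be separated from genotype in any footprint or TE result.

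BC048546 had the largest fall, with 23983 ± 1337 CPM in controls (SD, n = 3) and 15.8 ± 1.66 CPM in KO mice (SD, n = 3), a log2 fold change of -10.57 ± 0.036 (SE, adjusted p = 1.42e-135, edgeR). It took 2.25% (95% Wilson interval 2.24% to 2.26%) of all footprints of control mouse 1, 2.49% (2.48% to 2.50%) of control mouse 3 and 2.31% (2.30% to 2.32%) of control mouse 9. Its RNA was at 5.90 ± 0.414 CPM in controls and 5.99 ± 0.825 CPM in KO mice (SD, n = 4 each). Fmr1 footprints fell by 3.93 ± 0.11 (SE, adjusted p = 1.25e-53, edgeR). Log2 fold changes were -3.58 ± 0.19 for Wdfy1 (SE, adjusted p = 4.52e-31, edgeR) and -3.23 ± 0.18 for Pmch (SE, adjusted p = 1.03e-29, edgeR). Cyr61 rose by 3.27 ± 0.12 (SE, adjusted p = 8.97e-43, edgeR) and Egr2 by 2.90 ± 0.15 (SE, adjusted p = 1.09e-32, edgeR). Fos rose by 2.84 ± 0.065 (SE, adjusted p = 2.23e-60, edgeR). Arc footprints rose by 2.75 ± 0.041 (SE, adjusted p = 7.03e-77, edgeR), from 83.6 ± 0.0449 CPM to 564 ± 8.57 CPM (SD, n = 3 each).

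RNA and footprint log2 fold changes were compared across the 12145 genes tested in both assays, which are not independent replicates. Pearson's r was 0.359 and Spearman's rho 0.220. With RNA fold changes from mice 5 to 8 only, r was 0.221, and over the fits that each left out one mouse it lay between 0.310 and 0.378. Of 424 genes called in both assays, 326 moved in the same direction, and 2697 genes were called in footprints only.

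The third comparison asked whether footprints changed relative to mRNA. Of 12145 genes tested, 904 were called in TE by edgeR, 391 higher and 513 lower in KO mice, with a median size of 0.46 on the log2 scale. The count was 376 without KO mouse 2, 419 without KO mouse 4, 568 without KO mouse 10 and at most 1229 without any other mouse, and with the title prefix as a block it was 753. Limma voom with library weights gave 1903. With the RNA of KO mice 2, 4 and 7 summed it was 505, of which 499 were among the 904, and with that of control mice 1 and 3 also summed it was 512, of which 500 were. Among the 904 genes, 709 were also called in footprints and 265 in RNA, and 98 were called in both in opposite directions. The largest falls were those of BC048546 (-10.61 ± 0.18 SE, adjusted p = 3.14e-21, edgeR), Wdfy1 (-2.14 ± 0.32 SE, adjusted p = 0.000239, edgeR), Fmr1 (-2.01 ± 0.18 SE, adjusted p = 1.15e-06, edgeR) and Dnaic2 (-1.64 ± 0.46 SE, adjusted p = 0.0323, edgeR). Dnaic2 was not called without mouse 1 (adjusted p = 0.105, edgeR), 2 (0.146), 3 (0.0770), 4 (0.0836) or 10 (0.101). The largest rises were those of Hist1h3i (1.75 ± 0.39 SE, adjusted p = 0.00804, edgeR), Rpl23 (1.69 ± 0.19 SE, adjusted p = 1.29e-05, edgeR), Rpl37 (1.47 ± 0.23 SE, adjusted p = 0.000413, edgeR) and Rpl36al (1.42 ± 0.18 SE, adjusted p = 4.92e-05, edgeR). Histone and ribosomal protein genes have near-identical copies and pseudogenes, so these values are uncertain. Rpl23 had 170 ± 4.35 CPM in control RNA but 7.21 ± 0.620 CPM in control footprints, and Rpl37 had 208 ± 11.2 CPM and 3.57 ± 0.796 CPM.

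Gene lists were then compared as sets. In RNA, the FMRP targets had a median log2 fold change of 0.054, with 158 of 226 genes higher in KO mice (camera, adjusted p = 8.96e-05; fry, adjusted p = 0.0113). This call was lost with camera at an estimated correlation (p = 0.104). In footprints the median was -0.22, with 202 of 226 genes lower (camera, adjusted p = 2.13e-36; fry, adjusted p = 1.04e-05). In TE it was -0.25, with 214 of 226 lower (camera, adjusted p = 1.73e-40; fry, adjusted p = 2.62e-07). Random lists matched on expression had footprint medians between -0.038 and 0.019 in 95% of draws. In TE, 92 FMRP targets were called over all genes and 140 when adjusted over the list alone, and all 92 were lower. In footprints 167 were called, and 173 adjusted over the list alone. In RNA 24 were called, and 39 adjusted over the list alone.

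The ribosomal protein list, of which 75 genes were tested in RNA, had a median of -0.23 there, with 71 lower (camera, adjusted p = 2.92e-24; fry, adjusted p = 0.000526). In footprints 37 of its genes had enough counts, and the median was 0.15, with 26 higher (camera, adjusted p = 0.000617; fry, adjusted p = 0.00103). This footprint call was lost with camera at an estimated correlation (p = 0.0774). In TE the median was 0.37, with 30 of 37 higher (camera, adjusted p = 4.33e-16; fry, adjusted p = 3.80e-05). The OXPHOS list had medians of -0.11 in RNA (59 of 71 lower; camera, adjusted p = 1.17e-07; fry, adjusted p = 6.26e-05), 0.11 in footprints (55 of 67 higher; camera, adjusted p = 4.47e-07; fry, adjusted p = 0.000526) and 0.23 in TE (57 of 67 higher; camera, adjusted p = 2.62e-17; fry, adjusted p = 1.94e-07). Adjusted over the list alone, 50 ribosomal protein genes were called in RNA, 20 in footprints and 21 in TE, against 34, 16 and 18 over all genes. For OXPHOS these were 28, 42 and 38, against 19, 41 and 26. Apart from the 2 exceptions named, the 9 list results kept their direction and call under fry and under camera at an estimated correlation (unadjusted for the latter).

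**Figure D3:**
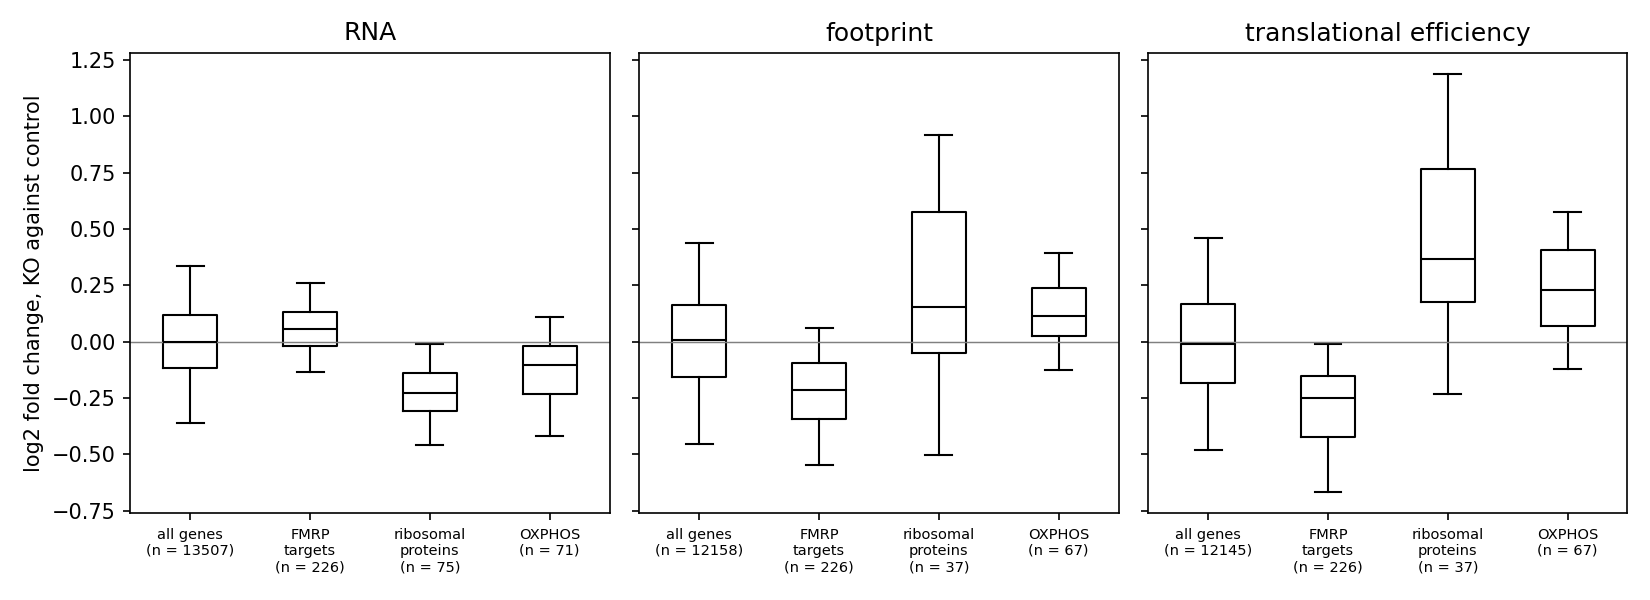
Log2 fold change of KO against control for all tested genes and for 3 gene lists, in RNA, footprints and TE. Boxes span the quartiles with the median as a line, whiskers reach the 5th and 95th percentiles, n is the number of genes, and FMRP targets had a median of 0.054 in RNA, -0.22 in footprints and -0.25 in TE.

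The 12 immediate early genes were all higher in KO mice in RNA (median 1.44; camera, adjusted p = 2.69e-27; fry, adjusted p = 0.0251) and in footprints (median 2.07; camera, adjusted p = 5.49e-184; fry, adjusted p = 0.000223), and all 12 were called in each assay. In TE all 12 were higher (median 0.58), but the camera call (adjusted p = 0.00686) was lost with fry (adjusted p = 0.343) and with camera at an estimated correlation (p = 0.302). None of the 12 was called alone in TE, and 5 had an unadjusted p-value under 0.05. KO mouse 5 lay below control mouse 8 in RNA, with list deviations of -0.12 and -0.062 from the mean of the RNA libraries. The other KO mice lay between 0.95 and 1.04, and the other controls between -0.91 and -0.84. KO mouse 5 and control mouse 8 had no footprint libraries, so TE compared footprints with RNA of partly other mice. For Fos, the log2 fold changes were 1.99 in RNA and 2.84 in footprints in the main fits. In mice 1 to 4 alone they were 2.58 and 2.87. The TE rise of the list can therefore come in part from the mice compared.

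**Figure D4:**
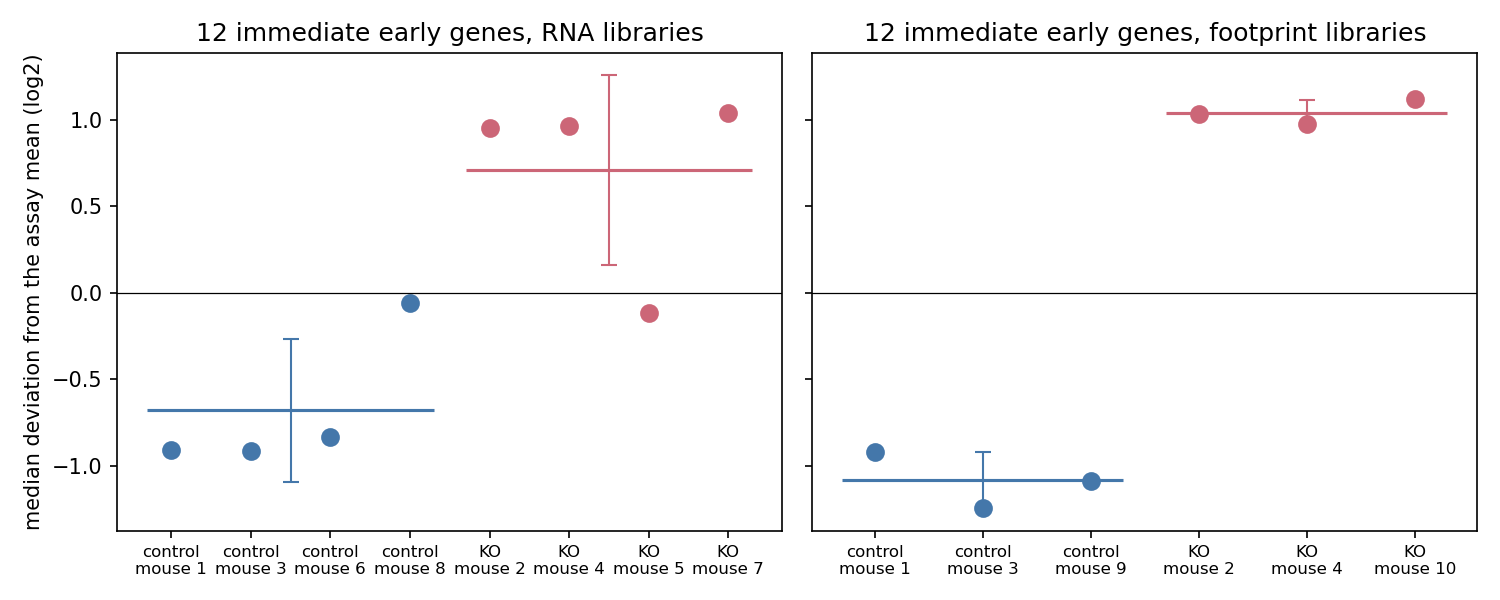
Median log2 deviation of 12 immediate early genes from the mean of the assay's libraries, in each RNA library (left) and footprint library (right), control blue and KO red. Lines mark group means and bars the SD, and KO mouse 5 and control mouse 8 overlap in RNA, at -0.12 and -0.062.

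Cell type marker lists moved less. With camera, excitatory neuron markers in RNA passed the threshold (adjusted p = 0.00865), and the other marker lists had adjusted p-values between 0.0916 and 0.965. Fry gave more calls, and its values follow. In RNA, the medians were 0.13 for excitatory neurons (fry, adjusted p = 0.0251), 0.024 for inhibitory neurons (0.335), -0.099 for oligodendrocytes (0.0561), -0.054 for astrocytes (0.0495), -0.13 for microglia (0.127), 0.12 for endothelium (0.811), -0.52 for choroid plexus (0.382, 3 genes) and 0.18 for striatum (0.0984). In footprints they were 0.024 for excitatory neurons (fry, adjusted p = 0.382), 0.20 for inhibitory neurons (0.0165), 0.036 for oligodendrocytes (0.335), -0.062 for astrocytes (0.0146), 0.022 for microglia (0.695), 0.35 for endothelium (0.138), -0.37 for choroid plexus (0.0251) and 0.20 for striatum (0.0251). In TE they lay between -0.12 for excitatory neurons (fry, adjusted p = 0.0251) and 0.23 for endothelium (0.884), and oligodendrocyte markers were at 0.18 (0.0367). Of the red blood cell list, 1 gene was tested, and it had a log2 fold change of -0.82 in RNA, -0.076 in footprints and 0.74 in TE.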

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

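All tests of explanations in this part were chosen after the results were seen. In the 2 RNA groups of 4 mice, 72 library totals, named genes and list values were examined for a single library far from the rest of its group. In 11 the gap to the nearest library as a share of the group's whole range exceeded Dixon's 95% critical value, where chance gives about 3.6. This chance value holds for independent values and libraries, and neither holds here, so the 11 are not set against it. KO mouse 5 was the distant library in 6 of the 7 found among KO mice, and control mouse 8 in all 4 found among controls. KO mice 2, 4 and 7 were nearly identical, at a chi-square per degree of freedom of 1.18 to 1.32, against 5.64 to 6.02 with KO mouse 5. A gap among KO mice therefore falls to KO mouse 5 almost by construction, and Fos, Egr2 and Arc are also in the list of 12 genes. The count of 6 is no evidence by itself that KO mouse 5 is unusual.

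Control mouse 8 had higher immediate early genes than the other controls. Its Fos RNA was at 34.9 CPM against 14.7 to 16.8 CPM (gap 0.897 of the range), Egr2 at 11.3 CPM against 2.42 to 3.42 CPM (0.887) and Arc at 151 CPM against 58.8 to 61.6 CPM (0.969). The list of 12 such genes deviated by -0.062 against -0.91 to -0.84 (0.909). KO mouse 5 had lower values than the other KO mice: Fos was at 35.3 CPM against 96.4 to 100.06 CPM (0.944), Egr2 at 8.95 CPM against 26.5 to 29.3 CPM (0.862), Arc at 136 CPM against 309 to 330 CPM (0.891), and the list at -0.12 against 0.95 to 1.04 (0.928). KO mouse 5 lay above every control at 5 of the 12 genes, while each of KO mice 2, 4 and 7 did at 12 of 12. A candidate explanation of the higher immediate early genes in KO mice is therefore the state of single animals or tissue samples, such as their activity before death, rather than genotype. In footprints the list separated the genotypes, at 0.97 to 1.12 in KO mice and -1.25 to -0.92 in controls. These include KO mouse 10 and control mouse 9, which RNA-seq did not cover. The footprint values go against the state of single animals only if those libraries stand for separate animals, which stays open. A genotype effect that KO mouse 5 shows less of stays open, since 1 mouse cannot exclude it. Library totals were not among the outlying values. KO mouse 5 still had the lowest RNA total (8847547 counts) and the lowest TMM factor of the RNA libraries (0.973). Depth is therefore not excluded as a difference of KO mouse 5. Control mouse 8, with 10273896 counts, lay within the range of the other RNA libraries.

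KO mouse 5 also had endothelial markers at -0.55 against 0.20 to 0.32 (gap 0.861) and choroid plexus markers at 0.44 against -0.54 to -0.38 (0.839). Control mouse 8 had the same pattern, though its gaps stayed under the critical value, with endothelial markers at -0.56 against -0.16 to 0.27 in the other controls and choroid plexus markers at 0.90 against -0.44 to 0.13. Ttr, a choroid plexus marker chosen after its values were seen, was at 263 CPM in control mouse 8 and 104 CPM in KO mouse 5, and at most at 9.62 CPM in the other RNA libraries. The mice that stood apart in immediate early genes thus also stood apart in these markers. Different cell type shares were tested as a source of the RNA calls. The largest shift between genotypes of a marker list with at least 2 tested genes was -0.52, for 3 choroid plexus genes. It was beyond the median size of 0.36 of a called change, but its fry p-value was 0.283. The 7 lists with at least 5 tested genes lay between -0.13 and 0.18. The test was first limited to these 7, and none of them reached 0.36. Lists with at least 2 tested genes were admitted after that value was seen, because the test as worded covered any marker list. The red blood cell list, with 1 tested gene at -0.82 in RNA, was still left out. Whether cell type shares matter cannot be told apart from differences of single libraries on so few genes. Wdfy1 in KO mouse 4 was at 15.1 CPM against 13.5 to 13.6 CPM (0.895), a gap that arose because the other 3 KO libraries were nearly equal. No biological explanation was tested for it.

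The exon columns also cover genes that the main RNA columns leave empty. Of 621 of these tested, 12 were called higher and 51 lower in KO mice by edgeR. Small nucleolar RNAs, small Cajal body RNAs and other short RNAs made up 32 of the 51 and 0 of the 12. Of 44 short RNAs tested, 42 were lower, with a median of -1.63. The medians were -2.02 for 19 Snora genes, -1.68 for 15 Snord genes and -0.67 for 6 Scarna genes. Among the 4 control libraries the short RNAs had a median SD of 0.533 on the log2 scale, against 0.213 for random genes of like expression, and Snora counts fell from 113 CPM in control mouse 1 to 48.2 CPM in control mouse 8. The KO libraries, from the same 3 title prefixes, lay between 19.7 and 23.001 CPM in Snora counts, and their short RNAs had a median SD of 0.405. Within each prefix the short RNAs were lower in KO mice, with median log2 differences of -1.98 (mice 1 and 2), -1.50 (mice 3 and 4) and -1.13 (mice 5 to 8). Each prefix holds as many KO as control libraries, so recovery that differed only between prefixes could not give a difference between genotypes. All KO libraries lay under all controls in Snora and Snord counts. Recovery that differed between single preparations cannot be told apart from a lower level in KO mice, because the controls spread widely and no value separates the preparation of a library from its genotype.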

How the results depend on the processing

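Across the planned and added alternatives, 181 list results kept their direction and call and 2 lost their call. Of the counts of calls, 46 stayed within 1.5 times the main count and 22 did not. Single genes kept direction and call in 602 results and lost the call in 28. The remaining values were the correlations of fold changes and the Fmr1 levels. Of these, 20 were counted as close and 10, all of them correlations, as moved. For Pearson's r, against 0.359, values from 0.345 to 0.378 counted as close, and values of 0.338 and below as moved. For Spearman's rho, against 0.220, values from 0.208 to 0.234 counted as close. No result reversed its direction.

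RNA calls varied most. Summing KO mice 2, 4 and 7 gave 85 calls and also summing control mice 1 and 3 gave 36, against 1015. Only mice 5 to 8 gave 57, only mice 1 to 4 gave 3284, one fit over all 14 libraries gave 1890, and limma voom with library weights gave 2686. The fits that each left out one replicate gave from 372 (without KO mouse 4) to 1791 (without control mouse 8) calls. The sums have fewer samples, and the 3 KO libraries they join were counted as 3 animals in the main test. No sum of nearly identical libraries could be tested for footprints, since it would leave 1 library per genotype.

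Footprint calls were 1821 with DESeq2 and 1530 in one fit over all 14 libraries, against 3123, and from 2546 to 2877 without one replicate. The shared fit has a larger spread by construction, and the cause of the DESeq2 difference was not tested.

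With the RNA of KO mice 2, 4 and 7 summed, TE calls were 505, and with that of control mice 1 and 3 also summed 512, against 904. These fits have fewer RNA libraries, and still count the 6 footprint libraries as 6. TE calls were 1903 with limma voom and library weights, 1779 with only mice 1 to 4, and 1876 with the mouse as a replicate block on those mice. The smaller set of mice, not the block, thus made the move. The block shared 1769 of these calls with the fit without it on the same mice. It changed no other call among those compared with and without it, the named TE genes and the 3 TE list shifts. RNA and footprints alone hold each mouse once, so they allow no such block. Without one replicate, TE calls ranged from 376 to 1229. On plain library sizes 67.9% of TE calls and 66.3% of footprint calls were higher in KO mice, against 43.3% and 46.8% with TMM. With upper quartile scaling 58.2% of TE calls were higher.

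The correlation of RNA with footprint fold changes was 0.221 with RNA from mice 5 to 8 only, against 0.359, and from 0.310 to 0.378 without one replicate. With camera at an estimated correlation, the FMRP target shift in RNA (0.054, p = 0.104) and the ribosomal protein shift in footprints (0.15, p = 0.0774) were no longer past the threshold. Over all their alternatives these p-values ranged from 5.26e-08 to 0.104 and from 9.01e-05 to 0.0774. The cause was not tested.

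FMRP targets in TE ranged from -0.28 to -0.18 over 14 alternatives and from -0.26 to -0.23 without one replicate. The lost single-gene calls were in Eps8l1, Rpl22 RNA, Dnaic2, Fos RNA (2 of 16 alternatives) and Hist1h3i. For Dnaic2 and Hist1h3i under DESeq2 this was a missing adjusted p-value. Removal of a trend with gene length was not run, and only the trend with mean expression was removed.

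The ribosomal protein results in footprints and TE cover 37 of the 77 genes, those with enough footprint counts. The cause of the low counts of the others was not tested.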

Other observations

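Chosen only after the result was seen were the tests of nearly identical libraries, of mice 5 to 8 as a check of mice 1 to 4, of mixed RNA, of BC048546, of lower mRNA of the FMRP targets, of the FMRP targets against other long genes, and of the expression trend of the ribosomal protein and OXPHOS lists.

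Real and other splits of the mice were compared. Of the 35 splits of the 8 RNA libraries, 1, the real one, gave as many calls as 1015. The next, with control mouse 8 in place of KO mouse 5, gave 221, and 33 gave 0 calls, with 128 to 2557 genes at an unadjusted p-value under 0.05 among the other splits. The split that follows the title prefix, mice 5 to 8 against mice 1 to 4, gave 0 calls and 932 genes at an unadjusted p-value under 0.05. For footprints, 1 of the 10 splits gave as many as 3123 calls and the 9 others gave 0, with 173 to 345 genes at an unadjusted p-value under 0.05. With 10 splits the share cannot fall under 0.05, so the count of splits alone does not settle chance in the grouping. The library pairs add that all 9 footprint pairs between genotypes differed by a chi-square per degree of freedom of 4.83 to 5.92, against at most 1.42 within a genotype. The footprint libraries thus differed by group beyond their spread, and whether they stand for separate animals stays open. Of the 52 splits for TE, 1 gave as many as 904 calls. The next gave 639, again with control mouse 8 for KO mouse 5, and 45 gave 0, with 201 to 2436 genes at an unadjusted p-value under 0.05 among the other splits. For the FMRP target shift in RNA, 2 of the 35 splits, the real one included, gave a median as far from 0, so that small rise is within what other groupings give. For the ribosomal protein and OXPHOS lists in RNA this was 1 of 35 each. For each of the 3 lists it was 1 of 10 in footprints and 1 of 52 in TE, and for the correlation of fold changes 1 of 52. Other splits break up nearly identical libraries, so they show that these libraries differ by group, and not that the difference is one of genotype across animals.

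Libraries labelled as different mice were nearly identical in all footprint pairs of a genotype and in KO mice 2, 4 and 7. Their immediate early genes, which spread over 1.15 (log2) among all 4 KO RNA libraries and 0.852 among the controls, spread over only 0.0828 among KO mice 2, 4 and 7. These libraries were picked as alike over all genes, so this small range decides nothing about its cause. The footprint libraries spread over 0.144 in KO mice and 0.329 in controls. Libraries made from one tissue sample or pool cannot be told apart from animals that were alike in state. Control mice 1 and 3 differed in RNA while their footprints barely did, and deviations of RNA and footprints of the same mouse were uncorrelated. If the libraries share tissue, the number of independent animals behind the footprint and TE calls would be smaller than the labels give.

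RNA calls between mice 1 to 4 were looked up in mice of other libraries. Of the 3283 calls other than Fmr1, 2033 (61.9%) had the same direction in KO mouse 5 against control mice 6 and 8, compared with 54.8% of all 13590 genes tested. Their median size was 0.31 in mice 1 to 4 and 0.064, signed, in the other mice. Sizes of called genes are inflated by their selection. On a scale with control mice 1 and 3 at 0 and KO mice 2 and 4 at 1, the median of 625 called genes with a change over 0.5 lay at 0.269 in control mouse 6, 0.478 in control mouse 8, 0.671 in KO mouse 5 and 0.925 in KO mouse 7. These genes were chosen for their difference between the libraries that define the scale, so other libraries are pulled towards the middle by the choice alone. Fmr1 lay at 0.0596 in control mouse 6 and 0.164 in control mouse 8. Fmr1 was named in advance and is not among the 625 genes, so this pull does not apply to it. Mixing that placed the median gene where it lay needed 23.5% KO RNA in mouse 6 and 43.4% in mouse 8, and would have put Fmr1 at 0.142 and 0.287. Fmr1 lay 1.22 and 1.82 SD below these positions, where the SD of a single library came from the fit and included both mice. The limit of 2 SD was set after the positions were known. An earlier rule, that Fmr1 lie under the lower quartile or under 0.5 times the median of the 625 genes, argued against mixing in both mice. It was given up because it ignored the pull of the selection and that mixing is not linear in log2. Fmr1 thus lay on the side that argues against mixing as the whole source, but within its spread, so KO RNA mixed into these control libraries cannot be told apart from differences between animals.

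Footprint and TE changes may follow coding length. The FMRP targets, many of which are long by general knowledge, fell in footprints and TE. A list of 68 genes with long coding sequences, none of them in the FMRP list, fell as much. Its medians were -0.303 in footprints and -0.309 in TE, with 64 of 68 lower in each (fry, adjusted p = 0.000532 and 0.0187). Its RNA median was -0.0065, with 38 of 68 lower (fry, adjusted p = 0.922). With camera at an estimated correlation the TE shift of these genes gave p = 0.101. The FMRP list is only a part of the reported targets, so the long list may hold other targets. The FMRP targets lay above these long genes by 0.087 in footprints (permutation test, p = 0.00402) and by 0.057 in TE (permutation test, p = 0.0738). Their medians thus did not fall more. This test shuffles genes between the lists and counts them as independent. The lists were not matched on coding length, so it cannot compare the targets with equally long genes. A list of short coding sequences outside the ribosomal and respiratory lists rose in TE by a median of 0.195, with 56 of 79 higher (fry, adjusted p = 0.00163). In RNA those short genes fell, with a median of -0.18 (fry, adjusted p = 0.00176), and in footprints their median was 0.051 (fry, adjusted p = 0.0475; camera, adjusted p = 0.464). A trend of the genotype difference with coding length is therefore a candidate explanation of the FMRP target, ribosomal protein and OXPHOS shifts. Mean expression was argued against as the whole cause, since after removing its trend the FMRP targets kept -0.183 in footprints and -0.194 in TE, and in TE the ribosomal proteins kept 0.434 and OXPHOS 0.262. Lower mRNA was argued against too, since the FMRP targets had 0.0544 in RNA. Open are a biological cause, such as slower or faster elongation or fewer ribosomes on long mRNAs in KO mice, and a technical one, such as a different degree of digestion or RNA integrity between the samples of the genotypes. The counts per gene hold no position along the mRNA, so these were not tested.

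BC048546 took 2.25% to 2.49% of control footprints and nearly none of KO footprints with equal RNA. Its ratio of footprint to RNA CPM in controls was 4062, or 87.0 times the highest ratio (46.7, Iffo2) among the 13470 genes compared, which argues against higher translation of this mRNA. Its RNA differed by 0.0269 on the log2 scale (adjusted p = 0.934, edgeR), and its ratio in KO mice, 2.64, ranked 270th. Sequence of another origin counted to this gene in the control footprint libraries is a candidate source that cannot be told apart from the groups, because the titles of the control footprint libraries share a code that the KO titles lack. Leaving the gene out changed the footprint count from 3123 to 3124 and the TE count from 904 to 901.

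Pmch and Hcrt, which are neuropeptide genes of the hypothalamus, were lower in KO mice. Of 14 other hypothalamus-enriched genes tested in RNA, 12 were lower, with a median of -0.305 (fry, adjusted p = 0.0187; camera at an estimated correlation, p = 0.0603). In footprints 10 of 13 were lower, with a median of -0.39 (fry, adjusted p = 0.000854), and in TE the median was -0.014 (fry, adjusted p = 0.922). The most abundant of these genes in controls were Ahi1, at 321 ± 45.9 CPM in controls and 281 ± 23.7 CPM in KO mice, and Zcchc12, at 108 ± 12.1 CPM and 77.8 ± 4.27 CPM (SD, n = 4 each). A larger share of hypothalamic tissue in the control pieces is a candidate explanation. All 14 had counts in KO libraries too, so tissue in both groups expresses them. Lower expression of these genes in KO mice stays open.

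Linked chromosome blocks of another strain were tested as a source of the RNA calls. Of 12614 genes placed, 44 adjacent pairs were called in the same direction, against a mean of 35.9 in shuffled orders (permutation test, p = 0.0945). In footprints there were 446 such pairs against 379 (permutation test, p = 0.0001, the smallest these shuffles can give), and in TE 35 against 31.6 (permutation test, p = 0.29). Most RNA calls thus had no neighbour called in the same direction. The share of neighbours that such a block would get called is not known, so this cannot exclude blocks as a source. In footprints the pairs exceeded the shuffles, and the cause of that excess was not tested. Blocks and single loci both stay open.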
